# Single-cell replication profiling to measure stochastic variation in mammalian replication timing

**DOI:** 10.1038/s41467-017-02800-w

**Published:** 2018-01-30

**Authors:** Vishnu Dileep, David M. Gilbert

## Abstract

Mammalian DNA replication is regulated via multi-replicon segments that replicate in a defined temporal order during S-phase. Further, early/late replication of RDs corresponds to active/inactive chromatin interaction compartments. Although replication origins are selected stochastically, variation in replication timing is poorly understood. Here we devise a strategy to measure variation in replication timing using DNA copy number in single mouse embryonic stem cells. We find that borders between replicated and unreplicated DNA are highly conserved between cells, demarcating active and inactive compartments of the nucleus. Fifty percent of replication events deviated from their average replication time by ± 15% of S phase. This degree of variation is similar between cells, between homologs within cells and between all domains genomewide, regardless of their replication timing. These results demonstrate that stochastic variation in replication timing is independent of elements that dictate timing or extrinsic environmental variation.

## Abstract (web summary)

While DNA replication is temporally regulated during S-phase, variation in replication timing is not well understood. Here, the authors measure variation in replication timing using DNA copy number in single mouse ESCs and find stochastic variation to be independent of elements that regulate timing.

## Introduction

In mammalian cells, large chromosome domains (replication domains; RDs) replicate at different times during S-phase, linked to chromatin architecture and genome integrity^1,2^. Although single DNA molecule studies have demonstrated that replication origins are selected stochastically, such that each cell is using a different cohort of origins to replicate their genome^3–8^, replication timing is regulated independently of origin selection^9^, and evidence suggests that replication timing is conserved in consecutive cell cycles^10–12^. However, measurements of replication timing in consecutive cell cycles have been limited to cytogenetic studies^10–12^ and molecular methods to measure replication timing have been limited to ensemble averages in cell populations^13^. More recently, it has been shown that RDs correspond to structural units of chromosomes called topologically associating domains (TADs)^14^. TADs in close proximity replicate at similar times, segregating into separate higher order spatial compartments consisting of early replicating/active vs. late replicating/inactive chromatin^2^. Hence, quantifying the extent of cell-to-cell variation in replication timing is also central to understanding the relationship between large-scale chromosome structure and function. Here we use DNA copy number variation (CNV) to measure replication timing in single cells at different stages in S phase. By measuring the variation in replication timing, we find similar stochastic variation between cells, between homologs within each cell, and also between all domains genomewide, regardless of their time of replication in S phase. The borders separating replicated and unreplicated DNA are conserved between single cells and demarcate the active and inactive compartments of the nucleus. Overall, these results demonstrate that stochastic variation in replication timing is independent of extrinsic environmental factors as well as the mechanisms controlling the temporal order of replication.

## Results

### Single-cell replication measured using CNV

Single-cell DNA copy number can distinguish replicated DNA from unreplicated DNA^15,16^. Specifically, regions that have completed replication will have twice the copy number compared with regions that have not replicated. Hence, we reasoned that measurements of DNA copy number in cells isolated at different times during S-phase could reveal replication-timing programs in single cells. Moreover, to separately evaluate the extent of extrinsic (cell-to-cell) vs. intrinsic (homolog-to-homolog) variability in replication timing, we examined both the differences in replication timing between haploid H129-2 mouse embryonic stem cells (mESCs) and the differences between maternal and paternal alleles in diploid hybrid *musculus* 129 × *Castaneus* mESCs that harbor a high single-nucleotide polymorphism (SNP) density between homologs, permitting allele-specific analysis. To generate single-cell CNV profiles, we used flow cytometry of DNA-stained cells to sort single S-phase cells into 96-well plates followed by whole genome amplification (WGA). Amplified DNA from each cell was uniquely barcoded and sequenced (Fig. 1a)^17,18^. Read counts of all cells were converted to reads per million (RPM) to control for variable sequencing depth. To control for amplification and mappability biases, we also sorted G1 and G2 cells, which contain a relatively uniform DNA content. Regions of low mappability and over amplification were removed based on the G1 and G2 controls. Read counts were normalized by dividing the coverage data of each single cell by the coverage of the G1 and G2 control cells. Next, a median filter was applied to smooth the data, producing CNV profiles in 50 kb bins (Methods).

**Fig. 1:**
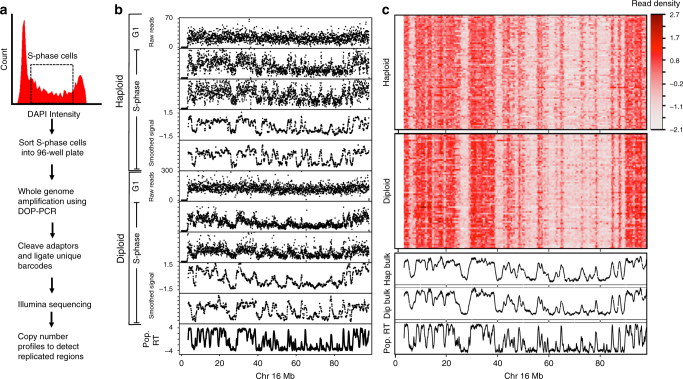
Single-cell replication using copy number variation. **a** Method for generating single-cell CNV profiles. **b** Representative single-cell CNV profiles of G1 and S-phase cells in both haploid and diploid hybrid cells. CNV profiles are shown as raw read count in 50 kb bins and after smoothing and corrections. **c** Heatmap of all single-cell CNV profiles after smoothing and corrections. The bottom three panels show aggregate of haploid single cells, aggregate of diploid single cells, and replication timing measured using population-based Repli-seq in the diploid hybrid cells

We generated single-cell sequencing data for 199 mESCs, composed of 92 haploid H129-2 and 107 129 × *Castaneus* diploid mESCs. As we expected the CNV profile of mid-S-phase cells to distinguish the maximum number of early and late replicating domains, we sorted a majority of the cells from mid-S-phase. We extended the sorting gates for the haploid H129-2 cell line to early and late S-phase (Supplementary Fig. 1a). Cells with few reads (5.5% of cells) or cells with complex karyotype aberrations/complete loss of a chromosome (7% of cells) were discarded, whereas cells with aneuploidy were corrected by normalizing to the mean read density for those chromosomes in the control G1 and G2 cells (see Methods). Approximately 27% of the diploid hybrid cells showed karyotype aberrations or aneuploidy, with the most frequent being X-chromosome loss, consistent with previous observations^19,20^. Only 6% of haploid cells showed karyotype aberrations or aneuploidy (Supplementary Fig. 2).

Cells sorted from the middle of S-phase showed an oscillating CNV relative to the flat CNV profile for cells sorted from G1 or G2 phase (Fig. 1b). Regions with higher copy number aligned with early replicating domains detected by population-based replication timing data measured using Repli-seq^21^. 

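Population-based replication timing was measured in diploid F121-9 cells, a hybrid *musculus* × *Castaneus* mESC line. In Repli-seq, cells are pulse labeled with BrdU, a nucleotide analog that marks nascent DNA, and sorted by DNA content into early and late S-phase fractions, and the labeled DNA of each fraction is immunoprecipitated and sequenced. The paper gives a pulse of 2 h and 20000 cells per fraction. There were 2 libraries of the early fraction and 2 of the late fraction. The authors converted the reads of each fraction to RPM. They deposited a single value per 50 kb bin, RT, the log2 of early over late reads. Bins with RT above 0 therefore have a higher early than late RPM. The mapping described in the paper was to the mm10 assembly with Bowtie 2. The value combines the replicates, so no error between replicates can be given for any bin, and the number of reads behind each bin is unknown. RT was deposited for 51427 bins, of which the 51153 on the 19 autosomes and X were used here. Among the bins used, 5 hold no assembled sequence. Of the bins of these chromosomes that do hold assembled sequence, 99.6% had a value. As a measure of noise, the deviation of each bin from the mean of its neighbors was taken inside segments of nearly constant RT, which gave an SD of 0.16 log2 per bin. This covers noise from bin to bin and not differences between cultures. RT of neighboring bins had a Pearson's correlation between 0.98 (X) and 0.99 (chromosome 16) on each chromosome, across bins that are not independent. Mean RT was highest on chromosome 11, at 0.64, and lowest on X, at -1.68, followed by chromosome 3, at -1.50. The difference of -0.18 between X and chromosome 3 had a 95% interval from -0.76 to 0.39 when blocks of 5 Mb were resampled, so these chromosomes were not distinguished. The paper sets the regions of higher copy number in single cells against this profile.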

Correcting the raw read counts for mappability and WGA biases, followed by smoothing and scaling the data, produced CNV profiles with reduced noise without any loss of information (Fig. 1b). Population-based replication timing profiles have revealed chromosomal segments that replicate relatively synchronously, appearing as a plateau in RT profiles. These segments are termed Constant Timing Regions (CTRs)^2^. 

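To locate such segments in the population-based profile, a line was fitted by least squares to RT over 5 consecutive bins, and a CTR was called where the absolute slope stayed at or under 2.5 log2 per Mb for at least 10 bins. The paper's text gives no algorithm for CTRs, and this rule was fixed here. It called 432 CTRs, 145 early (mean RT above 0) and 287 late, with a median length of 750 kb. A single bin over the slope limit ends a CTR, so some CTRs lie only 1 bin apart. Their number, their lengths and the choice of the longest depend on this. The CTRs held 14.3% of the bins (exact 95% interval 14.0% to 14.7%, which covers the counting of bins only). The share moved most with the slope limit, to 38.4% at 5 log2 per Mb. Early CTRs had a median of mean RT of 3.42 and late CTRs of -3.75, and 6 CTRs had a mean RT between -1 and 1. The median SD of RT inside a CTR was 0.18. The longest late CTR of the genome lies on chromosome 4 from 77550001 to 80650000 (mm10), with a mean RT of -3.49, and the GENCODE vM21 annotation places 1 protein-coding gene in it. The longest early CTR lies on chromosome 5 from 113250001 to 115650000, with a mean RT of 3.57, and 59 protein-coding genes overlap it. On chromosome 16 there were 27 CTRs. The longest early CTR there, from 33050001 to 34050000, had a mean RT of 3.12 and overlapped 12 protein-coding genes, and the longest late CTR, from 79300001 to 81200000, had a mean RT of -3.69 and overlapped 0. Late CTRs of this chromosome between 60300001 and 62450000 are divided only by single bins and would be longer if joined. Chromosome 1 had 38 CTRs. Its longest early CTR, from 36050001 to 37000000, had a mean RT of 3.32 with 19 protein-coding genes, and its longest late CTR, from 27100001 to 29600000, had a mean RT of -3.52 with 1.

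**Figure D1:**
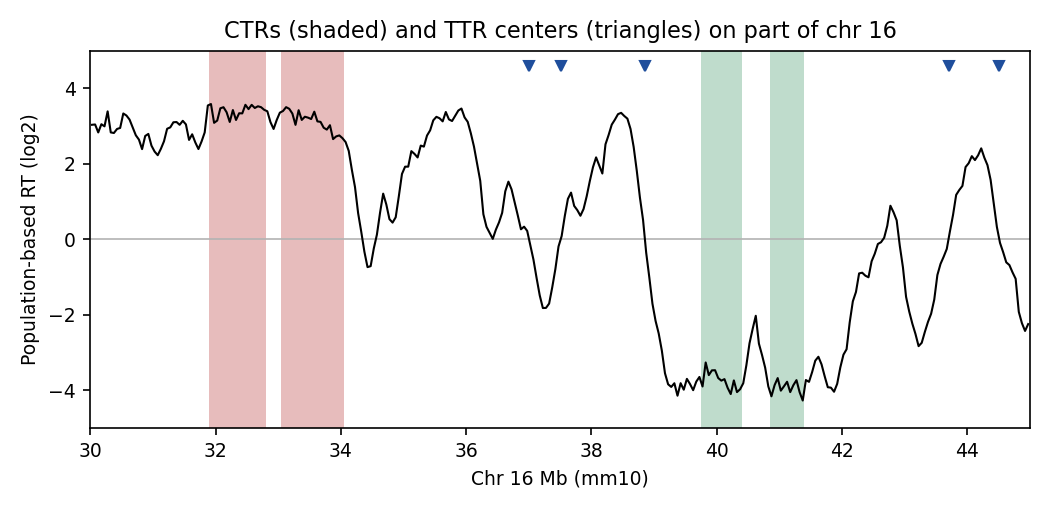
Population-based RT (log2 of early over late reads, black line) in 50 kb bins of chromosome 16 from 30 to 45 Mb (mm10), with early CTRs shaded red, late CTRs shaded green and the centers of transitions between RT at or above 1 and at or below -1 as triangles. The 2 early CTRs lie on plateaus near the top of the scale and the 2 late CTRs near the bottom. Of the 5 transition centers, that at 38854513 lies on a descent from the early to the late level.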

Heat maps of single-cell replication-timing profiles from all single cells show clear signatures of domains that correspond to CTRs, indicating conservation of replication timing at the single-cell level (Fig. 1c and Supplementary Fig. 3). Average replication-timing profiles generated from both the haploid and the diploid cells show a Pearson’s correlation of ~ 0.89 with population-based Repli-seq profiles, demonstrating the robustness of our protocol and computational pipeline.

Haploid and diploid cells were processed differently. For haploid single cells, replication data can assume two states, replicated or unreplicated. Hence, we binarized the corrected data to reflect the replicated vs. unreplicated states as follows. First, we segmented the smoothed CNV profiles to identify segments with higher and lower copy number. Next, for each cell, we generated several binary signals using evenly spaced threshold values. Finally, we chose the threshold value at which the distance (Manhattan) between the binary signal and the unbinarized segmented data was minimum (Methods and Supplementary Movie 1). Binary classification allowed us to rank individual cells within the spectrum of S-phase progression based on the number of bins identified as replicated. The ranking accurately reflected the early, middle or late fluorescence-activated cell sorting (FACS) sorting gates used to collect the single cells (Supplementary Fig. 1b). Outlier cells that did not correlate with any other cells were removed from further analysis (Supplementary Fig. 4 and Methods). At the end of these data processing steps, 75 out of 92 haploid S-phase cells had passed all quality control measures and were used for further analysis.

In contrast to haploid cells, single-cell replication data from diploid cells is an average of two homologs. Therefore, diploid cells can exhibit a third state characterized by asynchrony between homologs where one homolog has replicated and the other remained unreplicated. As it was not possible to consistently and confidently identify this third state based on copy number alone, we took advantage of the high SNP density of our hybrid *musculus* 129 × *Castaneus* mESCs to parse the diploid cell genomes into maternal and paternal haploid genomes and generate homolog-specific single-cell data by identifying regions of homolog asynchrony. We first segmented the smoothed CNV profiles and binarized them as described for the haploid cell data. Next, we generated homolog-specific coverage data by parsing the sequencing reads based on homolog-specific SNPs. This allowed us to calculate an asynchrony score to measure homolog-to-homolog variability for each segment as the log ratio of 129 to *Castaneus* read coverage. As regions of low SNP density have fewer sequencing reads after parsing and we had variable total reads per cell, we filtered for those segments with high confidence of replication asynchrony as follows. First, we only considered segments with a minimum read number of 40 based on previous empirical determination of read number requirement for efficient copy number identification^18^. Next, the threshold for the asynchrony score was set to be outside the distribution of asynchrony scores calculated from the control G1 and G2 cells (Supplementary Fig. 5). Homolog-specific binarized data were then generated by modifying the original binarized data to reflect segments with asynchrony within each cell (Methods). At the end of allele-specific parsing, 71 out of 107 diploid S-phase cells had passed all quality control measures and were used for further analysis.

The combined haploid and homolog-parsed diploid binarized data ranked by the position of each cell in S-phase (total DNA content) revealed domains with incomplete replication during early S-phase that progressively completed replication in cells ranked later in S-phase (Fig. 2a and Supplementary Fig. 6). These domains correspond to early replicating CTRs identified in population-based replication-timing profiles^2^. Comparison of the binary single-cell replication timing to simulated deterministic (where each cell follows the population-based replication timing accurately) vs. simulated random replication timing indicates a high degree of cell-to-cell replication-timing conservation (Fig. 2a and Methods). In addition, the binary replication signal in mid-S cells corresponded to early and late replication in population-based replication timing data (Fig. 2b). Further, as our data reveals that replication timing is well conserved at the single-cell level, we reasoned that in order to detect cell-to-cell variability in replication timing for any particular domain, we would need to capture cells at a time during S-phase very close to the average replication time of that domain. In other words, replication-timing variability in early, middle, and late S-phase should be maximum for early, mid, and late replicating regions, respectively. To test this prediction, we calculated the variability of binarized data for all pairwise combinations of single cells that were ranked within one percentile of S-phase progression. Consistent with our prediction, we found a very pronounced increase in replication timing variability at segments whose population-based replication timing corresponded to the position of the single cell in S-phase (Fig. 2c).

**Fig. 2:**
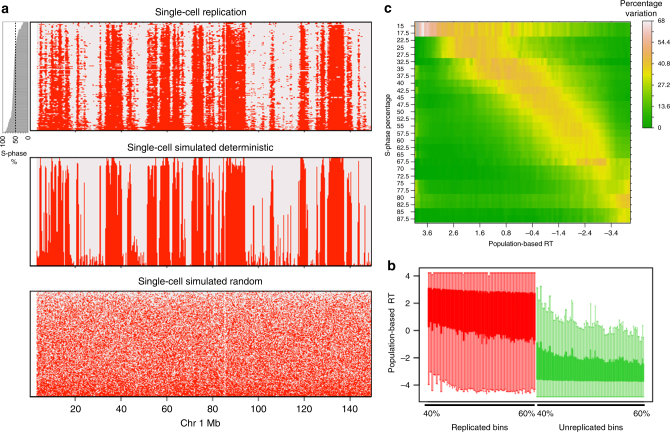
Binarized single-cell replication. **a** Binarized replication status in all haploid single cells and homolog-parsed diploid cells. The cells are ranked by their progress in S-phase, which is plotted as a bar plot on the left. The bottom panels show simulated deterministic and random replication for the identical S-phase distribution of single cells (Methods). **b** Boxplot of population-based replication timing for replicated (red) and unreplicated (green) bins for each single-cell ranked between 40 and 60% S-phase progression. **c** Heatmap of variability between pairs of cells ranked within one percentile of each other. The *Y* axis is average S-phase rank of pairs of cells (all pairs ranked within 1% of S phase), measured in intervals of 5% of S-phase progression with a step size of 2.5. The *x* axis is the replication timing (RT) measured by population-based repli-seq, measured in intervals of 0.1 with a step size of 0.05. The pairwise variability between cells (measured using the binarized data) is the percentage of 50 kb bins where there is a transition in the binary signal for the given S-phase progression interval and population-based RT interval

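Over the 51153 bins of the autosomes and X, the intervals of this axis held unequal numbers of bins. Between RT -4 and 3.6 there were 151 such intervals. The interval from -3.75 to -3.65 held the most, 1655 bins or 3.24% of all bins, and the interval from 1.15 to 1.25 held the fewest, 410 bins or 0.802%. Between RT -2 and 2 each interval held from 410 to 580 bins. RT was above 3.6 in 1122 bins (2.19%) and below -4 in 1508 bins (2.95%).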

### Variation in single-cell replication timing

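Scheduled times of replication were taken here from the percentile of RT over all bins, with an S-phase of 10 h, because the paper's deterministic model is defined by percentiles. By construction the median bin is then scheduled at 5 h. RT 1 corresponded to 3.19 h, RT 0 to 4.09 h and RT -1 to 5.02 h. On a scale linear in RT between the lowest and the highest bin, RT 0 corresponded to 4.86 h, and on a scale linear between the 1st and 99th percentile of RT to 4.73 h. The noise SD of a single bin was pooled over all CTRs and used at each level, although it was 0.141 in early and 0.165 in late CTR bins. It corresponded to 9.26 min of scheduled time at RT 0, to 16.6 min at the median level of early CTRs and to 30.2 min at that of late CTRs. The times are longer in CTRs since many bins share nearly the same RT there. Few CTRs lie near RT 0, so the noise at RT 0 was not measured separately.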

To quantify variability in replication timing during S-phase, we first converted the population-based replication timing in log_2_ enrichment scale to time in hours assuming a 10 hr S-phase^22^ so that each 50 kb bin would have an expected average time of replication in hours. We then converted the percentage progression of each single cell in S-phase into hours during S-phase. Using these two quantities we generated a cell-specific “time from scheduled replication” profile by subtracting the number of hours the individual cell has progressed in S-phase from the population-based genome-wide replication time in hours for each 50 kb bin (Supplementary Fig. 7). Thus, for each cell, positive values indicate bins that are scheduled to replicate in the future and negative values indicate bins that should have already replicated.

To estimate the cell-to-cell extrinsic variability in replication timing, we calculated the fraction of cells that replicated each bin position within each possible “time from scheduled replication” in intervals of 0.1 h. For example, a mid-replicating position can only contribute bins with “time from schedule replication” within ± 5 h, whereas an early replicating region that replicates at 2 h into S-phase can only contribute bins with a “time from schedule replication” from − 8 to + 2 h (total S-phase length is 10 h). As this calculation was done for all 50 kb bin positions in the genome, we plotted the mean across all bins for each 0.1 h interval of “time from scheduled replication”. Supplementary Figure 8 explains this calculation at an exemplary location in the genome. The kinetics resembled a sigmoid curve that was consistent with previously described theoretical models of stochastic replication-timing regulation based on population-based replication timing data^7,23–25^ (Fig. 3a and Supplementary Fig. 9). To estimate the stochasticity, we modeled the kinetics using standard parameters of a sigmoid curve (Methods). Then we estimated *T*_width_, defined as time it takes to progress from 25% to 75% of cells replicated. *T*_width_ was 2.7 h, which is much lower than the 10 h S-phase, consistent with a stochastic model of DNA replication^7,24^.

**Fig. 3:**
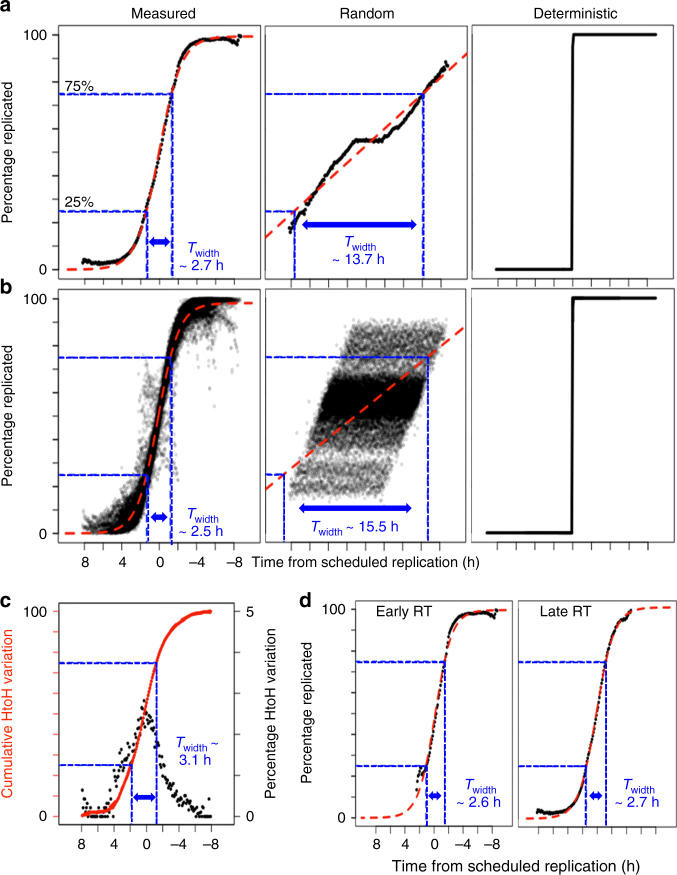
Measuring single-cell replication variability. **a** Cell-to-cell variability vs. “time from scheduled replication” in hours. The mean across all 50 kb bin positions is plotted for each 0.1 h interval on the *x* axis and the red line is the sigmoid fit. Control models of random vs. deterministic replication are shown for comparison. **b** Within cell variability across the genome plotted for each single-cell independently, similar to **a**. **c** Homolog-to-homolog variability vs. “time from scheduled replication”. The black scatter plot measures percentage of bins that show homolog asynchrony (right *y* axis) for each 0.1 h interval on *x* axis. The overlapping solid and dotted red line are the cumulative sum of the variability and it’s sigmoid fit, respectively (left *y* axis). **d** Cell-to-cell variability for early (RT > 0) vs. late replicating regions (RT < 0)

To calculate the intrinsic (within cell) replication kinetics, we performed a similar analysis on each haploid cell and homolog-parsed diploid cell independently. We calculated the fraction of bins that were replicated for each possible “time from scheduled replication” in intervals of 0.1 h across a single genome. The within cell kinetics for all cells was very similar to the cell-to-cell kinetics with an aggregate *T*_width_ of 2.5 h (Fig. 3b). In contrast, the randomized control had a much larger *T*_width_ of 15.5 h and 13.7 h for intrinsic and extrinsic, respectively (Fig. 3a, b). Finally, we compared the homolog-to-homolog variation in the diploid cells to “time from scheduled replication”. Population Repli-seq has revealed high conservation of replication timing profiles between the homologs with only 12% of the genome showing detectable genome-specific variation^26^. Homolog-to-homolog variation was measured as percentage of bins that differ between homologs (absolute difference between the binary signal for all homologous pairs of bins). We limited the analysis to 10 cells with the highest read number after homolog specific read parsing. As expected, the maximum variation is at the regions that are actively replicating at the time of collection (time from scheduled replication = 0 h) (Fig. 3c). The cumulative sum of the variation resembles a sigmoid curve, very similar to the cell-to-cell variation (*T*_width_ = 3.1 h). These results demonstrate that extrinsic and intrinsic variation in replication timing are indistinguishable, favoring a model of replication timing regulation where the timing is the outcome of stochastic origin firing and is not affected by the precise environment within a cell. Intriguingly, we could not detect any difference in stochasticity between early and late replicating bins (Fig. 3d), demonstrating that the mechanisms determining the scheduled replication time of any given domain are independent from those determining probability of a domain firing at its scheduled time.

### Conservation of active/inactive compartments in single cells

Population-based replication timing data reveals that CTRs are punctuated by segments of DNA that replicate gradually later with time, termed timing transition regions (TTRs)^2^. 

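A TTR was called here wherever a bin with RT at or above 1 and a bin with RT at or below -1 followed each other along a chromosome with only intermediate bins, and no gap over 200 kb, between them. The paper's text gives no algorithm for TTRs. There were 1158 TTRs, 572 from early to late and 586 from late to early along the assembly, and 1088 of them crossed RT 0 once. Their median length was 200 kb (order-statistic 95% interval 200 to 200 kb, with lengths in steps of 50 kb), with quartiles of 200 and 300 kb and a range from 50 to 1900 kb. With the states set at RT 2 and -2 the median length was 450 kb. RT changed at a median of 12.0 log2 per Mb within TTRs, and by a median of 5.91 log2 between the extremes within 1 Mb on either side of the center. The largest change between the end bins of a TTR on chromosome 16 was 3.09 log2, from 87100001 to 87350000 (mm10), with an intergenic center. On chromosome 1 it was 4.78 log2, from 84900001 to 85100000, with a center in an intron of *C130026I21Rik*. The largest of the genome, 6.75 log2 on chromosome 17 from 39750001 to 39850000, rests on a single bin with RT 3.13, whose neighbors had RT -3.62 and -3.23. Other TTRs also rest on single outlying bins. On chromosome 9 a bin from 35300001 with RT -1.75, between bins with RT 2.71 and 1.79, gave a TTR of 50 kb on each side. The number of TTRs and the shortest lengths include such cases, which were not counted.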

The binarized single-cell data from mid-S cells reveals conserved locations of copy number shifts that align with TTRs observed in the population-based data (Fig. 4a). The aggregate alignment of TTR centers (mid-transition) to the closest single-cell copy number shifts reveals a strong enrichment of the copy number shifts near the population-based TTR centers (Fig. 4b). In principle, the positions of copy number shifts should show maximum distinction between early and late replicating CTRs in cells that were in mid-S phase. Consistent with this, the alignment of single-cell copy number shifts to TTRs is highest in cells ranked closer to the middle of S-phase (Fig. 4b). 

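The deterministic and random models were rebuilt from the population-based profile, with replicated bins assigned at each simulated position in S-phase and a copy number shift placed wherever neighboring bins differ. TTR centers were set where RT crosses 0. With 50% of the bins replicated, the deterministic model had 1991 shifts, and 66.2% of the 1158 TTR centers lay within 100 kb of one (exact 95% interval 63.4% to 69.0%, which covers the counting of TTRs only), compared with 14.3% of 10000 random positions (13.6% to 15.0%). The share was 97.8% with 40% of the bins replicated and was highest, at 98.8%, with 41%, where the last replicated bin has an RT of -0.02. With 60% of the bins replicated it was 2.16%. The TTRs and the deterministic model come from the same profile, so no test was run. The random model, in which single bins were drawn, had 25733 shifts in 1 draw at 50%. Over 100 draws, 93.6% ± 0.704 (SD over draws) of the TTR centers lay within 100 kb of a shift, and 93.6% ± 0.717 of random positions did. When the deterministic profile was instead displaced along the joined chromosomes, which keeps the lengths of its segments, 14.3% ± 0.935 (SD over draws) of the TTR centers lay within 100 kb of a shift.

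**Figure D2:**
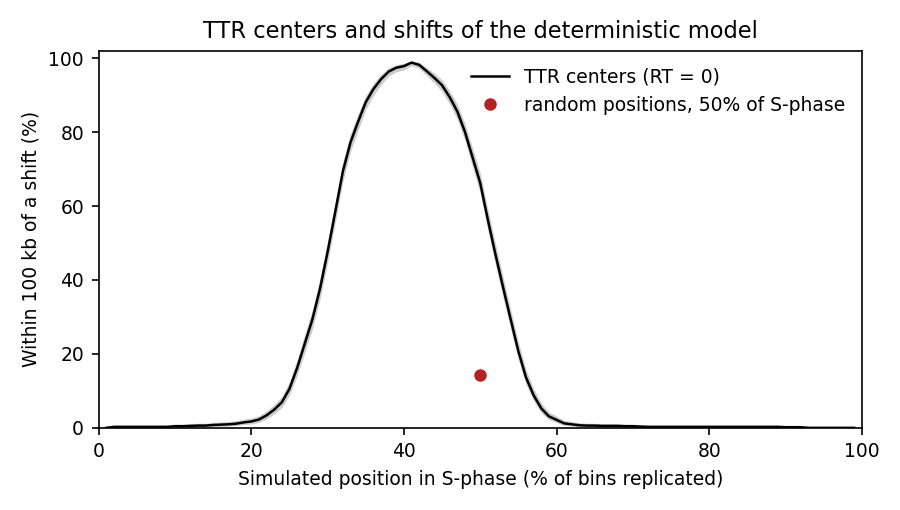
Share of the 1158 TTR centers within 100 kb of a copy number shift of the deterministic model (y axis, %) against the simulated position in S-phase (x axis, % of bins replicated), with the exact 95% interval in grey; the red point is the share of random positions at 50%. The share is highest, at 98.8%, with 41% of the bins replicated.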

The randomized control does not show any enrichment whereas the deterministic simulation shows near perfect enrichment at TTRs in mid-S phase cells. Thus, the regions of timing transition from early replication to late replication are conserved in single cells.

**Fig. 4:**
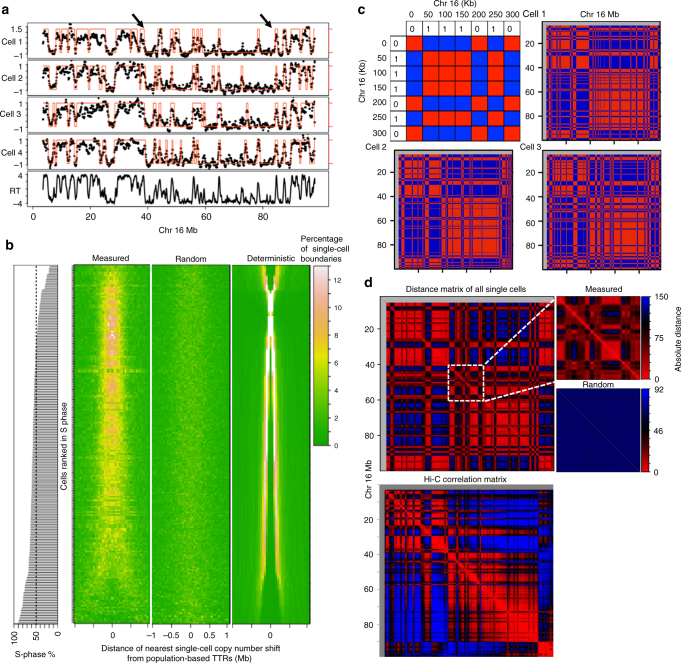
Conservation of TTRs and nuclear compartments in single cells. **a** Binarized single-cell data overlaid on smoothed single-cell CNV profiles. The arrows indicate representative TTRs in population-based data that align with copy number shifts across single cells. **b** Heatmap showing the distance of the closest single-cell copy number shift from all population-based TTR centers. Each row represents one single-cell and the heat map shows the percentage of closest single-cell copy number shifts in that cell at different distances from the TTR center. The cells are ranked by position is S-phase. **c** Coordinately regulated bins in each single-cell are color coded red and oppositely regulated bins are color coded blue as shown in the top-left schematic. Whole chromosome plot of single cell from mid-S-phase shows coordinated replication across cells and align with Hi-C compartments (shown in **d**). **d** Plotting pairwise absolute distance for all possible pairs of 50 kb bins within each chromosome, using the binary replication status across all cells reveal the functional compartmentalization of replication that show strong similarity to Hi-C compartments plotted using Juicebox^32^. The randomized control of single-cell replication lacks compartments highlighted by plotting a 20 Mb segment of Chr 16

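Read by eye from the profile of chromosome 16, the arrows stand in the region of 2 TTRs of the population-based data. The readings are coarse and lie away from both TTR centers, so these TTRs may not be the transitions that the arrows mark. The TTR closest to the first arrow runs from 38750001 to 38950000 (mm10), from early to late, with its center at 38854513 in an intron of *Gm15802*. RT fell from 1.11 to -1.01 over 150 kb between its end bins, and by 7.50 log2 between the extremes within 1 Mb on either side. The TTR closest to the second arrow runs from 84950001 to 85200000, also from early to late, with its center at 85060690 in an intron of *App*. RT went from 1.31 to -1.24 over 200 kb, and the extremes within 1 Mb on either side differed by 7.40 log2. A TTR from late to early, with its center at 87220675, lies only somewhat farther from the second arrow. By the rule used here the end bins of every TTR differ by at least 2 log2, so the size of these changes was not compared with noise. Chromosome 16 had 37 TTRs and chromosome 1 had 83.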

Chromatin conformation capture studies using Hi-C have revealed the broad segregation of chromatin into two functionally distinct compartments (A and B) that correspond to active and inactive chromatin^27^. This A/B compartmentalization strongly correlates with spatially and temporally distinct early/late replicating CTRs, respectively^28,29^. To measure the prevalence of these compartments in single cells, we used mid-replicating cells to construct a matrix representing co-regulated bins (pairs of bins that are both replicated or both unreplicated) as red and oppositely regulated (one replicated one not) regions as blue. The co-regulated regions were conserved between cells and recapitulated the nuclear compartmentalization measured by Hi-C with remarkable accuracy (Fig. 4c). Next, we calculated a matrix of pairwise absolute distance for all possible pairs of 50 kb bins within each chromosome, using the binary replication status across all cells. This heat map matrix shows regions of coordinated replication in single cells and was almost identical to the Hi-C correlation matrix. These results show the conservation of functional (replication timing) nuclear compartments from cell-to-cell that correspond to the structural compartments measured by Hi-C (Fig. 4d).

In summary, we used CNV to measure replication timing in single cells in both haploid and diploid cells. The results support a model in which intrinsic variability and extrinsic cell-to-cell variability are similar, regardless of the timing or chromatin state of each domain, with most individual domains replicating within ± 15% the length of S-phase from their scheduled time (Fig. 3a). As our data suggest that replication timing is considerably less stochastic than replication origin selection, it will be important to investigate whether the firing potential of origins within each RD is integrated to produce a more deterministic replication-timing program. Future studies will be necessary to reveal the molecular events contributing the degree of stochasticity. Here we have developed methods to measure this degree of stochasticity. We also show that the locations of early to late timing transition observed in population-based replication timing data are conserved in single cells. It has been previously shown that early and late replicating segments observed in population-based replication timing data align with the Hi-C based A and B sub-nuclear compartments, respectively^28,29^. A recent study revealed the conservation of the A and B compartments at the single-cell level^30^. The regions of the genome that are replicated at similar times in single cells align with these compartments demonstrating their structural and functional conservation. Overall, our results show that the spatio-temporal DNA replication program is conserved in single cells, and provides a direct quantification of single-cell replication timing variability, supporting a stochastic model of replication-timing regulation.

## Methods

### Cell culture and sorting

Diploid F121-9 hybrid cell line and Haploid H129-2 (ECACC 14040205, a gift from Martin Leeb) mESCs were cultured in feeder-free 2i media. To sort single nuclei, one million cells were suspended in 0.5 ml of NST-DAPI buffer. NST buffer was made by mixing the following components in ddH_2_O for a final volume of 800 ml: 146 nM NaCl, 10 mM Tris base (pH 7.8), 1 mM CaCl_2_, 21 mM MgCl_2_, 0.05% (wt/vol) bovine serum albumin and 0.2% (vol/vol) NP-40. Then, 200 ml of 106 mM MgCl_2_ and 10 mg of DAPI was added to 800 ml of NST buffer to make NST-DAPI buffer. Next, we used the FACS AriaII flow cytometer to sort single nuclei from G1, S, or G2 phase into a 96-well plate contain lysis buffer (Sigma SeqPlex, SEQXE-50RXN).

### Population replication-timing profiling

Genome-wide population replication timing was measured using Repli-seq protocol^21^. Briefly, synchronously cycling cells were pulse labeled with the nucleotide analog 5-bromo-2-deoxyuridine (BrdU) for 2 h to mark nascent DNA. The cells were sorted into early- and late S-phase fractions (20,000 cells per fraction) on the basis of DNA content using flow cytometry. Genomic DNA was isolated from each fraction using Zymo Quick-DNA Microprep kit (D3020). Next, the genomic DNA was fragmented using the Covaris E220 sonicator to get 200 bp average fragment size. The sheared DNA was end-repaired and iluumina sequencing adaptors were added using NEBNext Ultra DNA Library Prep Kit for Illumina (E7370). Next, BrdU-labeled DNA from each fraction was immunoprecipitated using 0.5 μg of mouse anti-BrdU antibody (BD 555627) followed by 20 μg rabbit anti-mouse IgG (Sigma M7023). The immunopercipitated pellet was digested overnight with Proteinase K and purified using Zymo DNA Clean & Concentrator −5 (D4003). The purified nascent early and late S-phase fraction DNA was differentially indexed and amplified using the NEBNext Multiplex Oligos for Illumina (E7600S). Amplified early and late fractions were sequenced on a Hiseq2500 platform using the 50-cycle single end format. Reads from each fraction was converted to RPM. Population-replication timing was then measured as the log_2_ enrichment of early reads over late reads for each 50 kb bin position across the genome.

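RT ranged from -5.21 to 4.93 over the bins of the autosomes and X, with a mean of -0.64, a median of -0.98 and quartiles of -3.16 and 1.77. RT was above 0 in 20897 bins, 40.9% (exact 95% interval 40.4% to 41.3%, which covers the counting of bins only), and below 0 in 30256 bins. The share of early bins moved most when the cut was set at RT -0.58, where the components of a mixture of 2 normal distributions are equally likely, to 46.2%. In intervals of 0.1, the most bins of the late side, 1651, had RT from -3.8 to -3.7, and the most of the early side, 906, had RT from 3.3 to 3.4, with a minimum of 411 between RT 0.8 and 0.9. By chromosome, the share of early bins was 61.2% on chromosome 11 and 22.9% on X. The lowest RT was in the bin of chromosome 5 from 94200001 to 94250000, with RT -3.12 in the bin to its left and -2.09 in the closest bin with a value to its right, and the highest in that of chromosome 2 from 177000001 to 177050000, whose left neighbor had RT 0.23 and right neighbor 3.19. The second highest RT was 4.23.

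**Figure D3:**
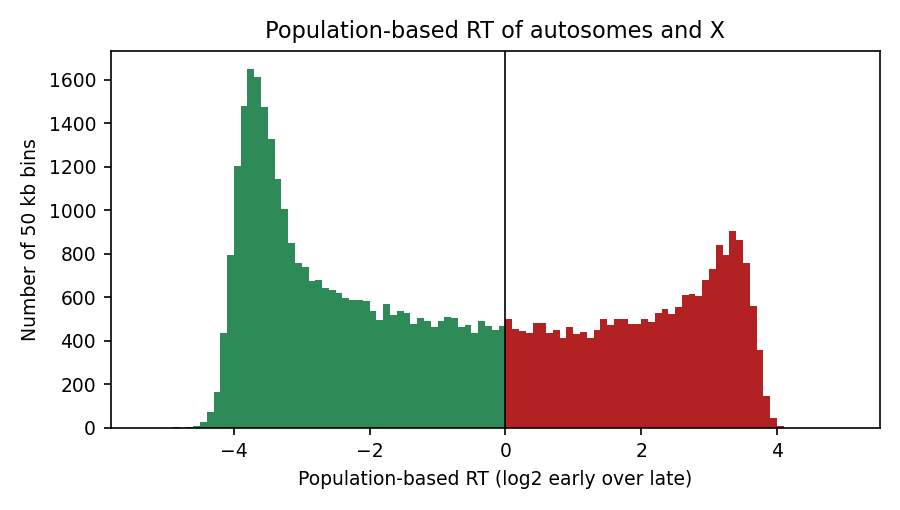
Number of 50 kb bins (y axis) by population-based RT (x axis, log2 of early over late reads, intervals of 0.1) on the autosomes and X, with early bins (RT above 0) in red and late bins in green. The late peak of 1651 bins is higher than the early peak of 906 bins.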

### Single-cell sequencing

Single-cell sequencing was performed as described in two previous reports^17,18^. Briefly, the cells were lysed and amplified using the Sigma SeqPlex kit. The WGA products were purified and the WGA universal adaptor sequences were removed as per the kit protocol, leaving NN overhangs. Next, unique barcoded Illumina adaptors with NN overhangs (gift from Timour Baslan and James Hicks) were ligated to the products from the previous step. The previously published barcoded oligos are provided in the Supplementary Data 1^18^. Upto 96 uniquely barcoded cells were pooled together and amplified. Samples were then quantified using the Bioanalyzer and quantitative PCR, and sequenced on Hiseq 2500 sequencer using 50 bp single-end read format. Eleven cells were sequenced without restriction enzyme-based WGA universal sequence removal^17^. These samples were sequenced at 100 bp read length to get sufficient mappable reads after adaptor sequence trimming.

### Read mapping

Reads were demultiplexed based on their unique barcodes. Both cast/129 and H129-2 reads were mapped to mm10 mouse genome assembly using Bowtie 2 with default parameter settings. Reads with Mapping Quality score of above 10 were retained for further analysis. PCR duplicates were removed using rmdup tool in samtools. Mapped reads were binned into 50 kb windows. Homolog-specific read mapping based on SNPs was done using a previously published pipeline^21^.

### Data correction and smoothing

Single-cell sequencing data binned into 50 kb windows were used for the data correction and smoothing. Single cells with less than 250,000 reads were discarded and reads were then converted to RPM. Cells with complex karyotype aberrations or complete chromosome loss were discarded while cells with aneuploidy were corrected by normalizing to the mean read density of those chromosomes in the control G1 and G2 cells. Complex karyotype abnormalities which were found to occur in very few cells were identified by plotting the whole-genome coverage at 1 Mb bins.

G1 and G2 cells showed a relatively uniform coverage profile as expected and thus were used to account for GC bias, WGA bias, and to discard regions with mappability issues. The mean of 5 G1 and cells and 1 G2 cell was calculated for all 50 kb bins. Bins with extreme values (mean RPM > 99 percentile and mean RPM < 1 percentile) were identified and masked in all single cells. To identify repetitive segments of the genome with low mappability, we segmented the mean G1/G2 coverage using Piecewise Constant Fits (PCF) in R using package “copy number”^31^. The parameter used were *γ *= 3 and kmin = 10. Segments with mean RPM lower than 5 percentile were discarded. Finally, all single cells were divided by the mean G1/G2 coverage.

Next, each single-cell data were centered and scaled to have an equal interquartile range. Extreme values (mean RPM > 99 percentile and mean RPM < 1 percentile) in each single-cell data were removed followed by median smoothing with a span of 15 windows.

### Data segmentation and binarization

The corrected smoothed data was segmented using PCF (R copynumber package) to identify segments with similar copy number. The parameters used were *γ* = 3 and kmin = 5. Next, the segmented data at 50 kb resolution was used to binarize the domains as replicated or unreplicated. Accurate binarization of the segmented data depends on choosing the correct threshold for each single cell separately. To this end, we used a brute-force strategy and applied 100 equally spaced thresholds spanning the distribution of the segmented data. At each step the segmented data was binarized and finally the best binary fit was chosen.

The binary fit was calculated using manhattan distance between the binarized data and the unbinarized segmented data. Historically, 1 and 0 are used to denote binary data. However, to calculate the similarity based on Manhattan distance, the binary values and the segmented data must have similar magnitude. To do this, we first used mixture model fitting with two components (normalmixEM function in R package mixtools) to identify the replicated and unreplicated fractions in the segmented data. Then the binary values were set as the mean of the components. On the rare occasion when component means were very close (< 0.7), the binary values were decided based on the skew of the segmented data. This happened predominantly when the cells were in very early or very late S-phase, as the fraction of replicated segments and un-replicated segments respectively were too low for the mixture model to identify as a distinct component. A positive skew (skew > 0.2) indicated cells that are in early S-phase and the binary values were set to 50 percentile and 95 percentile of the segmented data. A negative skew (skew < − 0.2) indicated cells that are in late S-phase and the binary values were set to 5 percentile and 50 percentile of the segmented data. Otherwise, the binary values were set to 25 percentile and 75 percentile of the segmented data. The binary signal with the minimum manhattan distance (highest similarity) from the segmented data was chosen as the best fit (Supplementary movie 1). Outlier bins with a segmented value outside of ± 2 were not used for the threshold calculation. Sixty-seven cells had at least one outlier bin and the average amount of outlier bins was 0.1% of the genome.

### Homolog-specific binary signal

Homolog-specific binary signal for diploid hybrid cells were generated based on the homolog parsed sequencing data. First, we used un-parsed data to first segment and then binarize as described above. Two, identical copies of the binary signal were generated and assigned one to 129 allele and the other to the Castaneus allele. The binary signals from each allele can then be modified for segments that are identified to be asynchronous. To identify asynchronous segments, we calculated an asynchrony score (R) for each segment as:

1 $${\rm R} = {\rm log2(reads\,in\,129\,allele/reads\,in\,Castaneus\,allele)}$$

Theoretically, a domain that is completely replicated in one homolog and completely unreplicated in the other homolog will yield an *R* score of 1 or − 1. However, this ideal value cannot be expected due to two reasons: (1) owing to the sparse nature of single-cell data, the large domains identified as replicated or unreplicated by the segmentation and binarization may still contain small segments that differ in their replication status; (2) the distribution of SNPs is non-homogenous resulting in loss of coverage after parsing.

Therefore, we discarded segments with a total read number is < 40. This number was determined based on a previous study that empirically determined total number of reads required for efficient copy number analysis^18^. Next, the threshold for the asynchrony score was set to be outside the distribution of asynchrony scores calculated from the control G1 and G2 cells. The thresholds used were *R* > 1.11 for 129 allele to be classified as replicated and *R* < − 1.18 for the Castaneus allele to be classified as replicated (Supplementary Fig. 5).

### Removing outlier cells

Outlier cells were defined as cells that don’t correlate with any other cells after binarization. A heat map of genome-wide manhattan distance using binarized data for every pairwise combination of haploid cell ordered by their rank in S-phase reveals cells that are ranked close together have the least distance and cells ranked far apart in S-phase have maximum distance. But some cells have low similarity to all the other cells and appear as streaks in the heat map (Supplementary Fig. 3). These cells were removed from further analysis. In total, 19 outlier cells were removed from diploid data and 5 outlier cells were removed haploid data.

### Calculation of deterministic and randomized model

The deterministic model assumes that each cell follows the population-based replication-timing profile precisely. 

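Ranked by RT, the bins of the autosomes and X give the RT down to which a cell is replicated under the deterministic model. That RT was 2.29 for a cell with 20% of its bins replicated, 0.08 at 40%, -0.98 at 50%, -1.98 at 60% and -3.40 at 80%. For 99 simulated cells at 1% to 99% of S-phase, the share of cells replicated was averaged over bins in intervals of 0.1 h of time from scheduled replication, with scheduled times from the percentiles of RT. The deterministic model went from 25% to 75% replicated in 0.05 h, less than 1 interval, which follows from taking both the time and the model from percentiles. The same step took 1.16 h when the time was linear in RT between the 1st and 99th percentile. On that linear scale it took 0.719 h when the simulated cells covered only the part of S-phase shown in Fig. 2c. For bins replicated at random, the sigmoid of the paper fitted by least squares gave a *T*_width_ of 9.22 h, and of 13.3 h when the simulated cells covered the part of S-phase shown in Fig. 2c.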

For a given single cell with ‘*x’* percentage of the genome replicated, the deterministic profile is given by assigning all 50 kb bins with average population-based timing greater ‘*x’* percentile as replicated. To generate the random profile, ‘*x’* percentage of 50 kb bins selected randomly are assigned as replicated.

### Calculating sigmoid fit

The sigmoid fit was modeled using a non-linear least squares approach (function *nls* in R) using the formula:

2 $$y\left( x \right) = \frac{K}{{1 + e^{ - B(x - M)}}}$$

where, *K* is the maximum value of the sigmoid, *B* is the growth rate, and *M* is the *x* intercept at the sigmoid’s mid-point. The initial values of *K*, *B*, and *M* were set to 100, 0.7, and 0, respectively.

### Code availability

All R code used in this manuscript is available upon request.

### Data availability

All data sets generated in this study are deposited in the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE102077.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Data 1

How the deposited data were processed for this re-analysis (not part of the article)

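Population-based replication timing of diploid F121-9 mESCs was measured by Repli-seq in 4 libraries, 2 of the early and 2 of the late S-phase fraction. As the paper describes it, the authors converted the reads of each fraction to RPM and took the log2 of early over late reads for each 50 kb bin, and the deposited log2 values, 1 per bin, are the starting point here. The paper describes mapping to mm10 with Bowtie 2, a filter on mapping quality and the removal of PCR duplicates in a paragraph that does not name the Repli-seq reads. For the population-based profile its text does not name a filter on bins, smoothing, scaling or how the replicates were combined. The masking, scaling and smoothing it describes are for the single-cell data. The single-cell data were not analysed here.

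The bins of the 19 autosomes and X, 51153 in number, were used. Positions are those of mm10, written from 1, and annotation is GENCODE vM21 on the matching reference assembly, from which the GC content of each bin and its number of protein-coding gene starts were counted. No value per replicate or per fraction was analysed, so no comparison between fractions was tested and the read number of each library is unknown. Intervals of shares are exact binomial intervals and cover counting only.

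A TTR ran between neighboring states at RT 1 and -1 with no gap over 200 kb, and its center was the interpolated position where RT crosses 0, or the mean of the first and last crossing. A CTR was a run of at least 10 bins (500 kb) whose slope over 5 bins was at or under 2.5 log2 per Mb. The noise SD per bin was taken from the median absolute deviation of each bin from the mean of its neighbors inside CTRs. The deterministic model assigned the bins with the highest RT as replicated, and the random model drew single bins in 100 seeded draws. Scheduled time was the percentile of RT times 10 h. Correlations of RT with GC content and gene density are Spearman correlations across bins with a two-sided p from 10000 circular shifts along the joined chromosomes.

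These rules, the 2 correlation tests and the regions to be named were fixed before the data were examined. Some tests of explanations were chosen after the results were seen, and these are named where they are reported. The named regions are the longest early CTR, the longest late CTR and the TTR with the largest change in RT between its end bins on chromosome 16, on chromosome 1 and in the genome, the TTRs closest to the arrows of Fig. 4a, the chromosomes with the highest and lowest mean RT, and X. The change between end bins is the reading of that rule used here. The change within 1 Mb of a center was added afterwards as a description. The alternatives covered the chromosomes used, a running median over 5 bins, the limits of the states, slopes and lengths, the cut between early and late, the position in S-phase, the distance that counts as aligned, the form of the random model, the conversion of RT to hours, and windows of 1 Mb.

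The steps were tested on simulated profiles with a noise SD of 0.14 on the positions of the real bins. Of 909 simulated transitions 905 were recovered within 50 kb, the noise SD was recovered as 0.139, and 97.7% of flat bins were called CTRs. The simulated plateaus were flat, all ramps had the same length and steepness, and transitions lay farther apart than many real ones. The simulated noise was also under the 0.16 of the data. These recovery rates therefore do not carry over to the real profile, where 14.3% of bins were in CTRs. Of 200 pairs of unrelated series, 5.0% had a shift p under 0.05. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.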

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

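All tests in this part were chosen after the values on chromosome Y had been seen. The deposited profile gives RT for 273 bins of chromosome Y, 15.2% of the Y bins that hold assembled sequence, and the paper does not report on this chromosome. Their mean RT was -0.75 with an SD of 1.18. RT of neighboring Y bins had a Pearson's correlation of 0.11 over 107 pairs (95% interval -0.08 to 0.30), while the lowest correlation on any autosome or X was 0.98. Without the last 3 bins of the profile of Y, which follow each other from 90700001 to 90850000 with RT 1.97, 1.75 and 1.45, near the highest RT of Y, 2.01, it was 0.04 over 105 pairs. With few reads per bin, counting noise alone lowers this correlation, so it cannot tell whether timing domains are present on Y. Many Y bins share exactly the same RT. The most frequent values were -0.09 in 19 bins, 0.23 in 16 and -0.26 in 11, with 3 values tied at 7 bins each behind them. If RT is made from the mean RPM of the replicates in each fraction, single reads give 4 values, 1 for each pair of an early and a late library, and the sums of opposite pairs are equal. The 3 most frequent values leave 3 places for the remaining one. One of these places, -0.58, is the RT of 7 bins within a tolerance of 2e-06 and is one of the tied values, and the other places hold 0 bins each. With the library weights this gives, 167 of the 273 bins lie on ratios of up to 3 reads per library, but the 53 bins at the values that set the weights match by construction. Of the other 220 bins, 114 matched. The same weights with the early and late spacing exchanged matched 31 of these 220 (84 of all 273), altered weights at most 1 in 100 draws (19 of all), and ratios of summed raw reads with a single offset 17 (36 of all), which argues against RT made from the raw reads of both replicates added together. The values are consistent with a few reads per bin, and no filter on coverage removed such bins. The assignment with more matches would put the early libraries 1.25-fold and the late libraries 1.40-fold apart in depth. Which replicate is the deeper is not known. No biological explanation was tested. The paper's text does not say whether these cells carry a Y chromosome, so the origin of the reads stays open.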

How the results depend on the processing

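No paired analysis was possible because the profile gives 1 RT value per bin that combines replicates and fractions. For the same reason the alternatives that leave out a replicate, the replicate correlation with its alternatives and the replicate block were not run. Of 40 alternatives, 17 left the result within its interval, within 1.5 times for a count, or on the same side of the threshold, and 23 moved it. None of the correlations changed direction. A width counted as moved when it changed by more than the 0.1 h interval. The alternatives with bins near missing bins left out and with centers at the median RT were chosen after seeing the data.

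The share of early bins was 42.1% on the autosomes only and 46.2% with the cut from the mixture. It stayed within its interval with the running median over 5 bins and without bins near missing bins. The number of TTRs, 1158, stayed between 795 and 1443. Their median length was 150 kb with states at RT 0.5 and -0.5 and 450 kb at RT 2 and -2, which follows from the distance between the states. The share of bins in CTRs was 3.50% at a slope limit of 1.5 log2 per Mb, 38.4% at 5, 24.7% with a minimum length of 250 kb and 24.3% after the running median.

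The share of TTR centers within 100 kb of a deterministic shift was 1.73% at 20%, 97.8% at 40%, 2.16% at 60% and 0.259% at 80% of S-phase, 88.1% within 200 kb, and 100% with centers at the median RT, which is the RT that separates the bins at 50%. For the random model it was 14.3% for the displaced deterministic profile, 67.2% at 20% and 67.1% at 80% of S-phase, and 99.5% within 200 kb. The width of the deterministic model was 0.331 h with time linear between the lowest and highest bin and 1.16 h between the 1st and 99th percentile. The width of the random model was 7.93 h with linear time, 13.3 h for cells over the part of S-phase shown in Fig. 2c, and it reached 70.2 h for cells at 40% to 60% of S-phase, where the simulated shares never reach 25% or 75% and the width is extrapolated. Beyond these constructions the cause was not tested. The depth of the libraries is unknown, so its effect could not be examined.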

Differences from the paper's values

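The highest RT of any bin was 4.93, where the paper's highest is about 4.2 in Fig. 2b, read by eye. None of the alternatives set before the data were examined brings the values together: it was 4.93 on the autosomes only and 3.92 after a running median over 5 bins. The highest RT is that of 1 bin whose neighbors had RT 0.23 and 3.19. Without this bin, a step chosen after seeing the values, the highest RT is 4.23. The left neighbor of this bin has the RT that 16 bins of chromosome Y share, 0.232844. Single reads would give that value with the library weights found on Y. The number of reads in the highest bin itself is unknown. The lowest RT was -5.21, where the paper's lowest is about -4.9 in Fig. 2b, read by eye, and it was -5.21 on the autosomes only and -4.31 after the running median. The bin of the lowest RT has a left neighbor with RT -3.12, no value in the bin to its right and RT -2.09 in the bin after that. The second lowest RT was -5.10. Differences were counted beyond the noise SD of 0.16 per bin, as no replicate error can be had. Fig. 2b shows bins binarized in single cells, after the paper's masking, while all deposited bins of the autosomes and X were used here.

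For its randomized control the paper gives a cell-to-cell *T*_width_ of 13.7 h, used here, and a larger within-cell value, which was not compared. The *T*_width_ of the random model was 9.22 h for simulated cells at 1% to 99% of S-phase. Against 13.7 h this is just inside the 1.5-fold range used for a difference. The cells are not the same: the positions of the paper's single cells were not used here. With simulated cells over the part of S-phase shown in Fig. 2c it was 13.3 h. It was 7.93 h with time linear in RT for cells at 1% to 99%, and 70.2 h for cells at 40% to 60%, both outside that range. With time linear in RT and cells over the part of S-phase shown in Fig. 2c it was 11.3 h, inside that range.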

Other observations

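The test of the position of best alignment, the slope on GC content over all bins, the setting that leaves out bins near missing bins, the resampling of X and chromosome 3, the count of bins on ratios of few reads and Fisher's test of isolated bins were chosen after the results were seen; the other tests in this part were set before.

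RT was correlated with the GC content of the bins, with a Spearman's rho of 0.74 over 51148 bins, and with the density of protein-coding gene starts, with a rho of 0.42 (permutation p = 0.0001 for each from circular shifts, two-sided, the smallest they can give; 2 relations were computed and the adjusted p is the same). Bins are not independent replicates. Over 2566 windows of 1 Mb the correlations were 0.84 and 0.75. A different GC bias of the early and late libraries would act on neighboring bins as much as across the genome. Across the genome RT rose by 0.46 log2 per percentage point of GC, but between neighboring bins inside CTRs by 0.03 log2 (0.0327, bootstrap 95% interval 0.0302 to 0.0352), 7.05% of it. CTRs are chosen for flat RT, so the slope was also taken for each bin against the mean of its neighbors over all bins, where it was 0.0314. These slopes argue against a GC bias of that size as the whole cause. A small bias stays open.

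X had the lowest mean RT, -1.68, although its difference from chromosome 3 was within the resampling interval. The line of mean RT on GC content through the 19 autosomes predicted -2.02 for X, and X lay above the line by 0.34. The autosomes lay between -0.37 and 0.27 of it. GC content of X, 39.3%, is under the lowest autosome, 40.5%, so the line is extrapolated and whether GC content is the cause stays open. Without bins within 1 Mb of a missing bin, the mean RT of X was -1.55, against -1.48 for chromosome 3, a difference of -0.07 (95% interval -0.66 to 0.50), so a contribution of missing bins cannot be excluded. No biological explanation was tested.

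There were 140 bins more than 6 noise SDs from the mean of their neighbors. Of these, 26.4% lay within 200 kb of a bin without a value, compared with 0.441% of other bins (Fisher's exact test, one-sided, p = 8.28e-53, with neighboring bins not independent). This is consistent with low coverage or little assembled sequence near such places as a candidate explanation for those 37 bins. The other 103 are not near a missing bin. On the autosomes and X, 48 bins had an RT equal, within 2e-06, to a ratio of up to 2 reads per library with the weights found on chromosome Y, where 1.11 are expected by chance. These include 8 of the 140 isolated bins, 6 of them not near a missing bin, and 5 of the other bins tested. For most isolated bins the cause stays open.

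Deterministic shifts aligned best with TTR centers at 41% of S-phase. This position follows from setting the centers where RT crosses 0: RT is above 0 in 40.9% of the bins, and at 41% the last replicated bin has an RT of -0.02, so the shifts lie where RT crosses nearly the same value. In the same way, with centers where RT crosses its median, -0.98, the best position was 50% of S-phase. Both positions are fixed by the construction, so this was not a test that could have come out otherwise, and the position of best alignment says nothing about the cells.

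The first 24999 bins of the profile are written with up to 18 digits and the rest with up to 7. The median noise SD over chromosomes was 0.155 in both parts, with a difference of -0.000478, and ranged from 0.141 to 0.183 between chromosomes, which argues against a difference in processing that changes the noise.

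In TTRs, the median length covered per minute of scheduled time was 1.53 kb, with quartiles of 1.24 and 2.10 kb. It depends on the percentile scale and on an S-phase of 10 h.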
